A study of Synechocystis sp. PCC 6803 with 18 samples.

How the data were processed

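RNA sequencing libraries of *Synechocystis* sp. PCC 6803 were analysed from the table of gene values deposited by the authors. Per the labels' protocols, cells were grown to exponential phase in medium without copper and collected before and 2 h after 0.5 µM copper, RNA was extracted with phenol and chloroform, and stranded total RNA libraries were made after removal of ribosomal RNA. The values are RPKM (reads per kilobase of gene, scaled by the library total) as deposited by the authors, per the file name. The aligner, the counting tool, the genome build, the annotation and whether the counting used strand are not given in the sources used here. Libraries were grouped by genotype (WT, petR-, petP-) and time from the labels, with 3 libraries in each of 6 groups.

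The table holds 3454 genes. None of its cells is 0, and exactly 1 stands in 1499 cells although 453 cells hold values below 1, so 1 was read as a placeholder for no reads. This placeholder filled all 18 libraries for 66 genes. These 66 genes carry no measurement and were left out of the tests, a departure from the design as written that was decided after the data were examined. The design as written is among the alternatives. A further 20 genes had a mean under 1 RPKM and were left out, which left 3368 genes. Gene identifiers of the table matched 0 locus tags or symbols of the reference list of genes, which belongs to another assembly, so gene names come only from a list of 25 genes with their locus tags, fixed in advance. All 25 were found in the table. Coordinates are not given for the same reason.

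Values were tested as log2(RPKM + 1) with no further scaling. Fold changes on this scale understate the change of low genes. limma 3.58.1 in R 4.3.3 was fitted with an intensity trend to all 18 libraries with a mean for each of the 6 groups, which left 12 residual degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 difference of at least 1 in size. The comparisons were the copper response in each genotype, each mutant against WT before and after copper, and the difference in copper response between each mutant and WT as an interaction term. Adjusted p was also computed over the fixed list alone. The genes named are this list and, for each copper response, the 3 largest increases and 3 largest decreases, and for each other comparison the 4 largest changes, among called genes whose groups did not overlap (for interaction terms, among called genes). These choices and most alternatives were fixed before the data were examined.

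The tests were tried on simulated data with 3368 genes and 200 changed genes. The noise was drawn independently for each library, without the letter correlations and the excess in low genes described below. The 200 changed genes outnumber those called in any real comparison, which eases the adjustment of p. The shares recovered may therefore be too high for these data, and the false calls do not cover these sources. For the copper response in WT, 89.4% of genes changed 4-fold and 47.8% of those changed 2-fold were called, with 2 false calls. For petR- against WT before copper the shares were 93.9% and 32.8%, with 2 false calls, and for the petR- interaction 89.4% and 35.8%, with 3 false calls. Genes changed 1.5-fold lie under the size threshold, so few were called (2.99%, 2.99% and 1.49%), while 40.3%, 38.8% and 17.9% of them passed adjusted p alone. Comparisons of both mutants against WT share their WT libraries: in 50 simulations with unchanged groups the log2 differences of the mutants correlated at 0.496 before and 0.502 after copper.

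Depth was read from the low values. In genes with a mean of 5 to 20 RPKM, all values of 468 of 468 genes (100%) were whole multiples of the value of 1 read within 0.02 reads. The share was 89.0% under 5 RPKM, 99.5% from 20 to 50 RPKM and 97.8% from 50 to 100 RPKM. In simulated values 200 of 200 genes were recovered and 0 random genes were taken as whole. The steps gave the relative depth of the libraries, at least 28 genes standing behind each, but not the total number of reads. 3 libraries, WT after copper, petR- before and petR- after copper of replicate A, shared the same value of 1 read to the digits given, and hence the same normalising total. These numbers were not used in a count test.

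Replicate letters occur in every group. Over 3160 genes, deviations from the group means correlated between libraries of the same letter with a median of 0.318, over 0.1 in 40 of 45 pairs, against a median of -0.167 between letters. Within each of the comparisons of 2 groups every same-letter correlation was over 0.1 (the lowest was 0.103, in petP- against WT before copper), so there the letters pair the libraries. Over the 4 groups of the petR- and petP- interactions the lowest were 0.042 and 0.028, both between a mutant at one time and WT at the other. The blocks by letter and by culture were among the alternatives for the interactions. What the letters stand for is not given in the labels. No replicate libraries held nearly identical values, the highest share of equal values within a group being 0.267%.

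The alternatives were pseudocounts of 0.1 and 10, no filter, a filter at a mean of 10 RPKM, median ratio scaling, quantile normalization, no intensity trend, robust moderation, a fit with only the groups compared, the replicate letter or the culture (genotype and letter) as a block, adjusted p alone, and each library left out in turn. Chosen after the data were examined were the 66 constant genes kept, placeholder cells set to 0, subtraction of each library's even background, library quality weights, and the block together with adjusted p alone. The background of a library was the median, over 245 genes with a median between 1 and 10 RPKM, of its excess over the gene's median. A negative background was not subtracted, and no value was left negative. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15, with pandas 2.3.3 and numpy 2.4.6.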

Results

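Transcript levels were measured by RNA sequencing in *Synechocystis* sp. PCC 6803, a unicellular cyanobacterium that carries its photosynthetic electrons either with plastocyanin, a copper protein encoded by petE, or with cytochrome c6, a haem protein encoded by petJ. Cells of the wild type (WT) and of mutants in petR (slr0240) and petP (slr0241), named petR- and petP- here, were grown without copper. They were collected before and 2 h after the addition of 0.5 µM copper, with 3 replicate libraries (A, B and C) in each of the 6 groups. The table held 3454 genes in 18 libraries, and the sum of RPKM ranged from 1293030 to 1417830 per library. Low values were whole multiples of the value of 1 read, which put the relative depth of the libraries between 0.67 (petR- before copper, replicate C) and 1.14 (petP- before copper, replicate A), a 1.69-fold range. Within a group, the correlation of log2 values between replicates across genes lay between 0.942 and 0.990. Genes are not independent replicates, so these correlations only describe the libraries.

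The targeted genes were examined first, as a check of the genotype labels. petR stood at 313 ± 23.8 RPKM (SD, n = 3) in WT before copper and at 288 ± 48.6 RPKM after it. In petR- it was 11.8 and 18.1 RPKM in replicates A and B before copper, and 11.8 and 16.3 RPKM after it. Replicate C of petR- held 115 RPKM before and 140 RPKM after copper, still below every WT library, the lowest of which had 232 RPKM. The log2 difference of petR in petR- against WT was -3.36 ± 0.74 (SE) before copper (limma, Benjamini-Hochberg adjusted p = 0.0606) and -3.18 ± 0.74 after it (adjusted p = 0.179), so neither passed the threshold over all genes. With the replicate letter as a block both were called, at adjusted p = 0.0132 and 0.0264. Replicate C of petR- decided these values: without it the log2 differences were -4.32 (adjusted p = 0.00289) and -4.26 (adjusted p = 0.00222), and petR was called. Over all alternatives the adjusted p ranged from 0.00289 to 0.348 before copper and from 0.00222 to 0.551 after it. In petP-, petR was 309 ± 61.3 RPKM before and 269 ± 41.1 RPKM after copper (SD, n = 3), a log2 difference from WT of -0.04 before copper (adjusted p = 0.991).

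petP fell in both mutants. It was 458 ± 36.2 RPKM (SD, n = 3) in WT before copper, 91.0 ± 13.6 RPKM in petP- and 10.8 ± 3.79 RPKM in petR-. The log2 difference from WT before copper was -2.33 ± 0.29 (SE) in petP- (limma, adjusted p = 0.000342) and -5.33 ± 0.29 in petR- (adjusted p = 1.76e-09). After copper it was -2.56 in petP- (adjusted p = 9.29e-05) and -5.37 in petR- (adjusted p = 6.09e-09). The ranges of petP over the libraries of the 3 genotypes stayed apart, at 421 to 494 RPKM in WT, 58.0 to 102 RPKM in petP- and 4.85 to 14.9 RPKM in petR-. The part of each gene that was removed or interrupted is not given in the labels, so the reads left in a mutant are not assigned to a part of the gene.

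The first comparison asked which transcripts changed with copper in WT. Of 3368 genes tested, 16 were called at an adjusted p under 0.05 and a log2 difference of at least 1 in size, 13 of them higher and 3 lower after copper. At an unadjusted p under 0.05 there were 117 genes. Among the alternatives that kept the size threshold, a filter at a mean of 10 RPKM moved the count most, to 14. With the culture (genotype and letter) as a block, 19 genes passed adjusted p alone. A library taken 2 h later without added copper was not analysed here, so the effects of copper and of 2 h of culture are not separated in any of the copper responses. petE rose from 187 ± 102 to 4762 ± 482 RPKM (SD, n = 3), a log2 difference of 4.82 ± 0.27 (SE, adjusted p = 7.17e-09). petJ fell from 5243 ± 1432 to 300.2 ± 81.4 RPKM, a log2 difference of -4.12 ± 0.19 (adjusted p = 8.15e-10). The other called decreases were slr0601, from 681 ± 72.8 to 129 ± 28.1 RPKM (log2 difference -2.40 ± 0.15, adjusted p = 1.80e-08), and slr0602, from 271 ± 32.1 to 121 ± 7.48 RPKM (-1.14 ± 0.14, adjusted p = 0.000175). In all 16 called genes the 3 libraries before copper did not overlap the 3 after it. Chance gives this separation in 10% of unselected genes, but the thresholds of a call favour it, so it adds no separate evidence.

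Of the other 12 called increases in WT, 10 were cop genes or nrsB, which are on the fixed list. copB (slr6042) rose from 8.01 ± 1.87 to 154 ± 30.6 RPKM (SD, n = 3; log2 difference 4.11 ± 0.31, limma adjusted p = 2.23e-07). The chromosomal copR (sll0789) rose from 22.7 ± 5.14 to 394 ± 16.2 RPKM (4.08 ± 0.35, adjusted p = 1.20e-06). copR (slr6040), copA (slr6043), copC (slr6044), both copies of copS (sll0790 and slr6041), both copies of copM (sll0788 and slr6039) and nrsB (slr0793) rose by log2 differences between 2.21 and 4.04. The remaining increases, slr0794 (2.04) and slr0795 (2.16), lie outside the list fixed in advance and were named after their values were seen. copM, copR and copS occur in near-identical chromosomal and plasmid copies, so the split of reads between copies is uncertain and each copy's value is given with that limit. The low copies rested on few reads: before copper the plasmid copM (slr6039) had 3, 6 and 2 reads in the WT libraries A, B and C, and after copper 42, 37 and 49. Of the 25 genes of the fixed list, 14 were called over all genes tested and 14 when adjusted over the list alone.

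**Figure D1:**
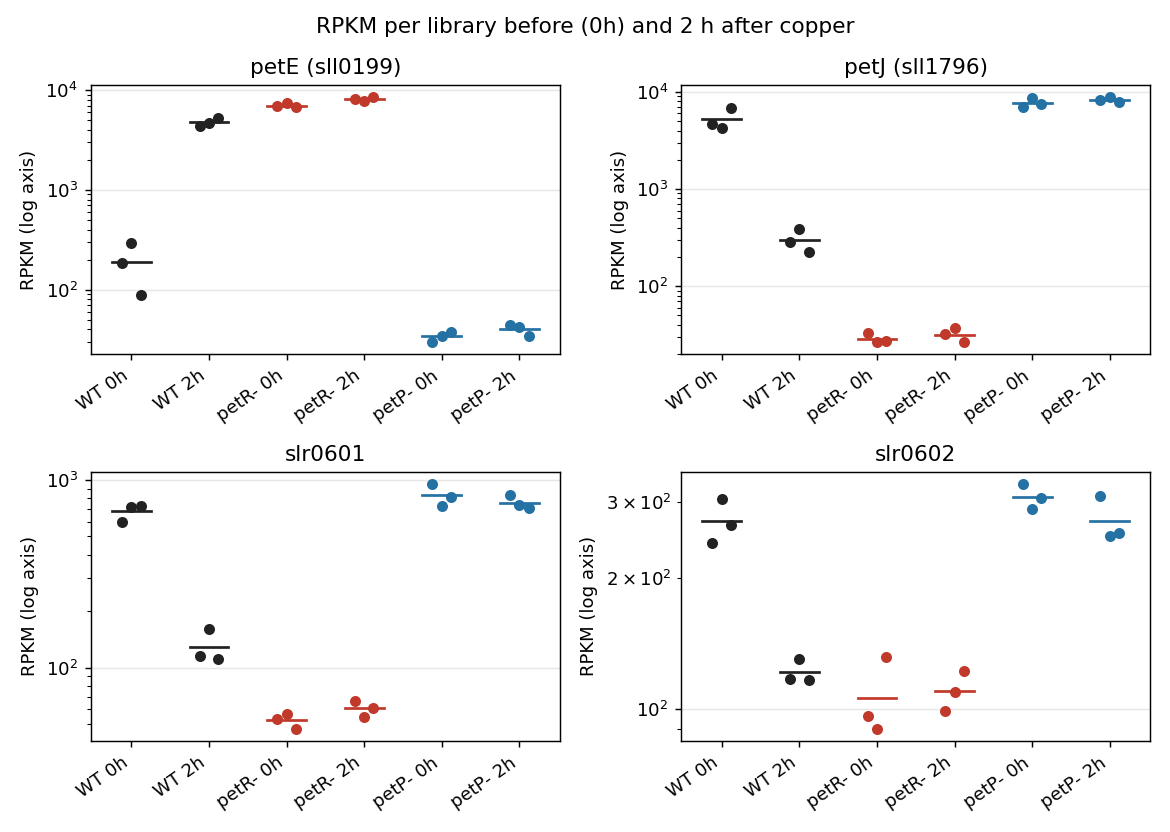
RPKM of petE, petJ, slr0601 and slr0602 on log axes in each of the 18 libraries, by genotype and time (0h before copper, 2h after it); points are libraries and horizontal lines are means of 3. petE lay between 29.8 and 44.4 RPKM in all 6 petP- libraries and between 6722 and 8523 RPKM in all 6 petR- libraries, while in WT it changed from a mean of 187 to 4762 RPKM.

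In petR- 14 genes were called after copper, 13 higher and 1 lower, with 438 at an unadjusted p under 0.05. The 3 largest increases were copA (slr6043; log2 difference 4.46 ± 0.28 SE, adjusted p = 9.23e-08), the chromosomal copR (sll0789; 4.44 ± 0.35, adjusted p = 5.45e-07) and copB (slr6042; 4.35 ± 0.31, adjusted p = 2.08e-07). The decrease was slr0145, from 1280 ± 298 to 553 ± 106 RPKM (SD, n = 3; -1.20 ± 0.24, adjusted p = 0.0294), which missed the threshold when library A or C before copper, or A, B or C after it, was left out (adjusted p from 0.0529 to 0.212), and its difference in response from WT was not called. Without library A before or A after copper the chromosomal copS (sll0790) was not called either (adjusted p = 0.103 and 0.112). petE stayed at 7023 ± 378 before and 8149 ± 347 RPKM after copper (0.22 ± 0.27, adjusted p = 0.873), and petJ at 29.0 ± 3.64 and 31.8 ± 5.06 RPKM (0.13 ± 0.19, adjusted p = 0.912). slr0601 and slr0602 differed by 0.21 (adjusted p = 0.621) and 0.07 (adjusted p = 0.953). The list gave 10 calls over all genes and 10 when adjusted over the list alone. The number of calls depended on library B before copper: without it 22 genes were called. It also depended on the pairing by letter, which this fit leaves out. With the letter or the culture as a block 18 and 19 genes were called. At adjusted p alone these blocks gave 144 and 176 genes, against 22 without a block.

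In petP- 16 genes were called after copper, 16 higher and 0 lower, with 319 at an unadjusted p under 0.05 in limma. The plasmid copR (slr6040) rose by a log2 difference of 5.29 ± 0.33 (SE, adjusted p = 3.79e-08), the chromosomal copR (sll0789) by 4.99 ± 0.35 (adjusted p = 9.37e-08) and copA (slr6043) by 4.69 ± 0.28 (adjusted p = 3.79e-08). petE was 34.0 ± 3.89 RPKM before and 40.2 ± 5.15 RPKM after copper (SD, n = 3; 0.23 ± 0.27, adjusted p = 0.798). petJ was 7739 ± 920 and 8338 ± 487 RPKM (0.11 ± 0.19, adjusted p = 0.854). slr0601 and slr0602 differed by -0.12 (adjusted p = 0.799) and -0.19 (adjusted p = 0.690). The list again gave 10 calls over all genes and 10 when adjusted over the list alone. In replicate C after copper, genes of low expression carried a median excess of 15.6 RPKM over their medians across libraries, so the increases of low genes in this group include that excess. With the excess subtracted, 12 genes were called. With the letter or the culture as a block 18 and 17 genes were called. At adjusted p alone these blocks gave 46 and 48 genes, against 21 without a block.

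A set of 12 genes was called higher after copper in all 3 genotypes. They were the 9 cop genes named above, nrsB, slr0794 and slr0795. None of the 3 copper responses shared a library with another.

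**Figure D2:**
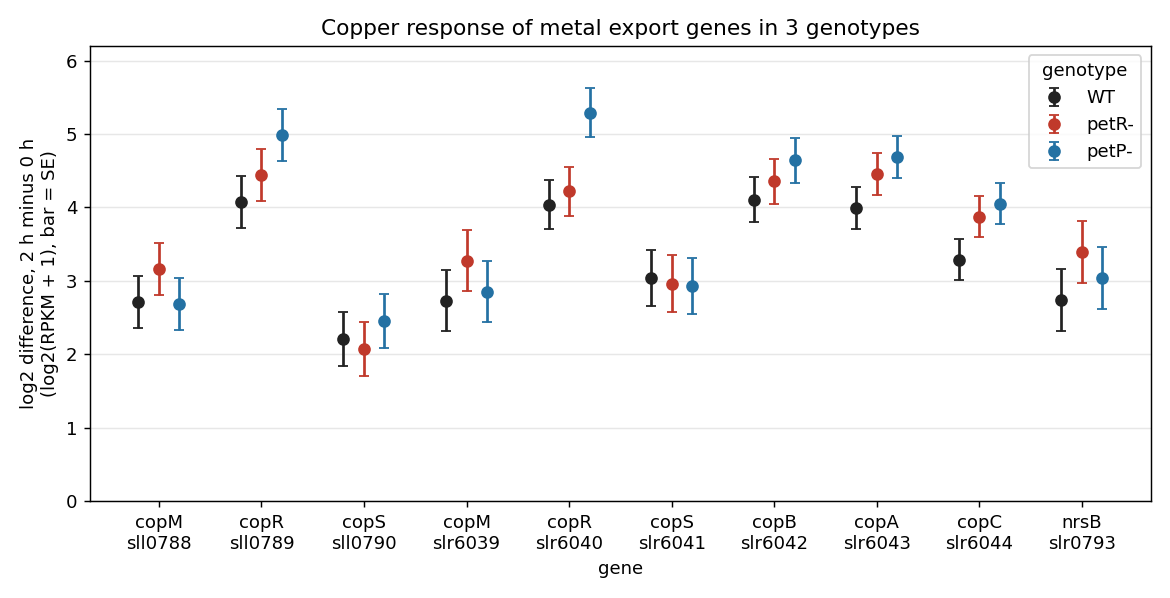
Log2 difference between 2 h and 0 h of copper on the log2(RPKM + 1) scale for 9 cop genes and nrsB; points are estimates from 3 against 3 libraries in WT, petR- and petP-, and bars are standard errors. All points lie above 2, from 2.07 (sll0790 in petR-) to 5.29 (slr6040 in petP-).

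The difference in copper response between each mutant and WT was tested as an interaction term. For petR- minus WT, 4 genes were called, with 49 at an unadjusted p under 0.05 in limma. They were petE (-4.60 ± 0.38 SE, adjusted p = 1.87e-06), petJ (4.25 ± 0.27, adjusted p = 1.13e-07), slr0601 (2.61 ± 0.21, adjusted p = 1.45e-06) and slr0602 (1.21 ± 0.20, adjusted p = 0.0141). slr0602 was lost without any 1 of 7 of the 12 libraries (WT after copper A and C, WT before copper B, petR- before copper A and B, and petR- after copper B and C), with adjusted p from 0.0514 to 0.0669. For petP- minus WT, 3 genes were called, with 38 at an unadjusted p under 0.05. They were petE (-4.59 ± 0.38, adjusted p = 2.96e-06), petJ (4.24 ± 0.27, adjusted p = 1.19e-07) and slr0601 (2.28 ± 0.21, adjusted p = 7.27e-06). slr0602 had an interaction of 0.96 ± 0.20 in petP- (adjusted p = 0.177) and was not called. Adjusted over the list alone, the calls numbered 4 in petR- and 3 in petP-. No interaction of a cop gene or nrsB was called. The largest of them was 1.25 ± 0.47 for the plasmid copR (slr6040) in petP- (adjusted p = 0.9998 over all genes and 0.0830 adjusted over the list alone).

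Before copper, petR- differed from WT in 14 called genes, 1 higher and 13 lower, with 293 at an unadjusted p under 0.05. This count depended on the scaling and on single libraries: it was 7 after median ratio scaling and 7 after quantile normalization, each with 1 higher and 6 lower, and 8 without WT replicate B, without petR- replicate A or without petR- replicate B, and 9 without WT replicate C. The median log2 difference of all genes in this comparison was -0.14. petJ was lower in petR- by a log2 difference of -7.42 ± 0.19 (SE, limma adjusted p = 6.58e-14), and petE was higher by 5.38 ± 0.27 (adjusted p = 8.45e-10). slr0242, which follows petP in number, fell from 234 ± 15.4 to 17.0 ± 3.70 RPKM (SD, n = 3; -3.72 ± 0.26, adjusted p = 5.96e-08). slr0601 (-3.67 ± 0.15, adjusted p = 3.44e-11) and slr0602 (-1.36 ± 0.14, adjusted p = 2.62e-05) were also lower. Of the fixed list, 5 genes were called over all genes and 6 when adjusted over the list alone.

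Before copper, petP- differed from WT in 4 called genes, 0 higher and 4 lower, with 227 at an unadjusted p under 0.05 in limma. Besides petP these were slr0242 (31.3 ± 9.93 RPKM, SD, n = 3; log2 difference -2.91 ± 0.26 SE, adjusted p = 1.16e-05), petE (-2.27 ± 0.27, adjusted p = 0.000303) and slr0243 (-1.22 ± 0.14, adjusted p = 0.000303). With only these 2 groups in the fit, petE (adjusted p = 0.214, over a range from 1.21e-07 to 0.214 among its alternatives) and slr0243 (0.0560, range 0.000199 to 0.0560) missed the threshold. The WT libraries of petE spread from 87.3 to 292 RPKM. petJ was higher by 0.59 ± 0.19 (adjusted p = 0.525), which was not called. Of the fixed list, 2 genes were called over all genes and 3 when adjusted over the list alone.

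After copper, petR- differed from WT in 7 called genes, 0 higher and 7 lower, with 344 at an unadjusted p under 0.05 in limma. The count was 4 without WT replicate B, with 4 of the 7 genes kept. petP, slr0242 (-3.80 ± 0.26 SE, adjusted p = 7.10e-08), petJ (-3.18 ± 0.19, adjusted p = 2.42e-08) and sll0494 (-1.39 ± 0.24, adjusted p = 0.0132) changed most among the called genes. sll0494 missed the threshold without WT replicate A or B or petR- replicate B or C (lowest adjusted p 0.0806, without WT replicate A). The difference of slr0601 was -1.06 ± 0.15 (adjusted p = 0.00168), close to the threshold of size, and it was -0.89 without WT replicate B and -0.98 without petR- replicate B, neither called. petE differed by 0.78 ± 0.27 (adjusted p = 0.468) and slr0602 by -0.14 ± 0.14 (adjusted p = 0.727), neither of them called. Of the fixed list, 3 genes were called over all genes and 4 when adjusted over the list alone.

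In the same comparison for petP-, 7 genes were called after copper, 4 higher and 3 lower, with 102 at an unadjusted p under 0.05 in limma. petE was lower by -6.86 ± 0.27 (SE, adjusted p = 3.37e-11) and petJ higher by 4.82 ± 0.19 (adjusted p = 3.37e-11). slr0601 was higher by 2.56 ± 0.15 (adjusted p = 6.76e-09) and slr0602 by 1.15 ± 0.14 (adjusted p = 0.000250). The other calls were petP, slr0242 (-2.10 ± 0.26, adjusted p = 0.000228) and slr1896 (1.14 ± 0.20, adjusted p = 0.0182), the last of which was named after its values were seen. slr1896 missed the threshold when any 1 of the 6 libraries was left out (adjusted p from 0.0556 to 0.128). Of the fixed list, 5 genes were called over all genes and 5 when adjusted over the list alone.

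The genes ctaA, pacS, atx1, petF, cytM, isiA, isiB, coaT and ziaA, all of the fixed list, were called in none of the 9 comparisons. Their log2 differences ranged from -1.05 (isiB in petR- against WT after copper, adjusted p = 0.543) to 1.05 (isiB in the copper response of petP-, adjusted p = 0.610).

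**Figure D3:**
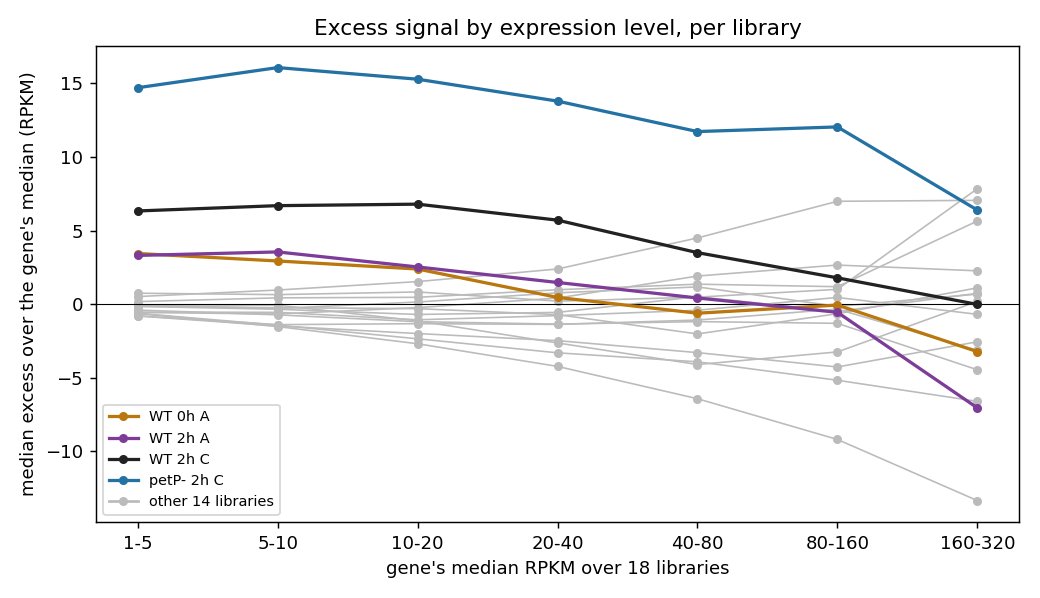
Median excess in RPKM of each library over the genes' medians across 18 libraries, for genes grouped by that median (horizontal axis, RPKM); each line is a library. petP- after copper, replicate C, had an excess of 14.7 RPKM in genes with a median of 1 to 5 RPKM and 15.3 RPKM in those of 10 to 20 RPKM, above the other 17 libraries.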

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

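The tests of background and genotype labels and the splits of whole cultures were chosen only after the results were seen, as was the reading of the planned quantile normalization as a test of scaling and of the other splits. The results singled out here are copper responses that differed from WT by an interaction term. In petR- these were petJ (4.25), slr0601 (2.61), slr0602 (1.21) and petE (-4.60), and in petP- they were petJ (4.24), slr0601 (2.28) and petE (-4.59), all as log2 differences. The interaction of slr0602 in petP-, 0.96, was not called, and whether slr0602 differs between the mutants was not tested.

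For petE, petJ and slr0601, the tables argue against 3 technical sources. Quantile normalization across libraries left the smallest of the 6 differences at 2.27, and subtraction of each library's even background left it at 2.31, all 6 still called, as they were after median ratio scaling. A wrong genotype label would make the petP values of the genotypes overlap, but the highest petR- library had 14.9 RPKM of petP and the lowest petP- library 58.0 RPKM. For slr0602 in petR-, the difference was 1.15 after quantile normalization and 1.25 after background subtraction, still called in both. The lowest WT library for petP, at 421 RPKM, stood apart from the petR- libraries, the highest of which had 14.9 RPKM, so no library was exchanged between WT and petR-. Median ratio scaling left slr0602 at 1.19 but not called (adjusted p = 0.0850), as did a fit with only its groups (0.0788), over a range of 0.00113 to 0.0850 among its alternatives, and it was lost without any 1 of 7 of the 12 libraries (WT after copper A and C, WT before copper B, petR- before copper A and B, and petR- after copper B and C), with adjusted p from 0.0514 to 0.0669. Both scalings left the difference of slr0602 near its unscaled 1.21, and the median of all genes in this interaction was 0.008 before scaling. This argues against scaling as the source of the difference. Whether it passes the threshold depended on the processing, so slr0602 is the least secure of these results.

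Of 100 splits of the 12 libraries, drawn from those that exchange genotypes within a time point and with the real one included, 12 gave at least 4 calls for petR- and 15 gave at least 3 for petP-. In petR- the same 4 genes were called in 12 of the 100 splits, and in petP- the same 3 genes in 11. Exchanging genotypes within a time point carries the difference between genotypes into the interaction, so these splits decide nothing about chance. Libraries of the same letter before and after copper were paired within each genotype. With such pairs (cultures, by genotype and letter) kept whole and a replicate block by culture, the 3 cultures of WT and the 3 of a mutant make 10 splits, of which 1 (the real one) gave at least 4 calls for petR- and 1 gave at least 3 for petP-. The highest count in the other splits was 1 for petR- and 0 for petP-, and 0 of the same genes were called in them. With 10 splits chance cannot be excluded at 0.05 for either count. In the limma test of each gene, petE, petJ and slr0601 stayed called under every alternative and without any 1 library.

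What stays open, beside chance by splits, is a biological hypothesis, found and tested on the same data: the copper responses of petE, petJ and slr0601 may need both petR and petP, since correction for scaling left the smallest difference at 2.27. In petR- the 4 genes stood near their WT level after copper or beyond it, and in petP- near their WT level before copper or beyond it, whatever the copper. This pattern is consistent with a factor that depends on petR, raises petJ and lowers petE without copper, and is removed through petP when copper is added. petP itself was at 10.4 RPKM in petR- after copper, so the petR- strain lacked most petP transcript too. In petP- before copper petR was at 309 RPKM, and petE was at 34.0 RPKM against 7023 RPKM in petR-. petJ was at 7739 RPKM in petP- against 29.0 RPKM in petR-, and slr0601 and slr0602 were also higher in petP-. This argues against the loss of petP alone as the source of the petR- pattern. Whether that loss adds to the pattern in petR- was not separated. Copper and 2 h of culture were not separated either.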

How the results depend on the processing

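The added alternatives (constant genes kept, placeholder cells at 0, background subtracted, quality weights, and the block with adjusted p alone) were chosen after the data were examined. Gene results were followed for petE, petJ, petR, petP, slr0601 and slr0602 in every comparison and for the cop genes in the interactions. Other called genes were followed only if on the fixed list or named by the rule. Calls such as those of sll5043, sll5044, sll5057, slr5055, slr0239 and slr1896, lost without single libraries, are therefore not counted. Of 108 gene results, 62 were called, and 49 of these were called with the same sign under every alternative run. Of 46 that were not called, 44 stayed so. No gene result that was called reversed. The counts of the copper response in WT (14 to 17, and 19 with the culture block at adjusted p alone) stayed within 1.5 times. So did those of petP- against WT after copper (6 to 9), of both interactions and of the shared copper calls (8 to 13). A filter at a mean of 10 RPKM left some low genes untested, and the culture block applies to copper responses and interactions only.

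The count for the copper response in petR- was 22 at adjusted p alone and 26 with quality weights, and 11 to 22 when 1 library was left out (22 without library B before copper). For the copper response in petP- it was 8 with only its groups in the fit, which leaves fewer samples to estimate the spread. The counts for petR- against WT before copper were 8 with a pseudocount of 10, 7 after median ratio scaling, 7 after quantile normalization, 9 with no intensity trend, 9 with only its groups in the fit, 9 with the constant genes kept and 26 with quality weights, and 8 to 14 when 1 library was left out (8 without WT B, petR- A or petR- B, and 9 without WT C). petP- against WT before copper gave 2 with only its groups. petR- against WT after copper gave 4 with a pseudocount of 10, 3 after quantile normalization, 40 with only its groups and 26 with quality weights, and 4 to 6 when 1 library was left out (4 without WT B). Where these are not explained by fewer samples, the cause was not tested.

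Before any scaling, the median log2 difference of all genes was -0.14 in petR- against WT before copper, -0.11 after copper and 0.14 in the copper response of petP-. Median ratio scaling brought these to 0.00, 0.01 and 0.02. Some calls with a log2 difference just past 1 were lost. slr0601 in petR- against WT after copper was -0.94 after median ratio scaling and -0.96 after quantile normalization. It was -0.89 without WT replicate B and -0.98 without petR- replicate B, and it was called in none of these. Larger differences were lost too. In petR- against WT before copper, both scalings kept 7 of 14 calls: petE, petJ, petP, slr0242, slr0601, slr0602 and slr1896. Those of sll5057, sll5043, slr5055 and sll5044 (-1.81 to -2.71 before scaling) were lost. After quantile normalization copS (sll0790) was lost in all 3 copper responses, at 1.66 to 1.83.

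The replicate block by letter made petR a call in petR- before and after copper (adjusted p = 0.0132 and 0.0264) and changed no other call among the gene results; the largest rise of a count relative to its size was from 7 to 10, in petR- against WT after copper. At adjusted p alone the block by letter raised the copper response in petR- from 22 to 144 genes (115 higher, 29 lower). It raised that in petP- from 21 to 46 (41 higher, 5 lower), against 17 in WT. The block by culture gave 176 in petR- (140 higher, 36 lower), 48 in petP- (42 higher, 6 lower) and 19 in WT (14 higher, 5 lower). The difference between genotypes in these counts was not tested.

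Calls on the low copies of the cop genes depended on the processing. After background subtraction the chromosomal copS (sll0790) was not called in any genotype (adjusted p = 0.716 in WT, 0.230 in petR- and 0.876 in petP-), nor was the plasmid copM (slr6039) in WT (0.0574) and petP- (0.292). Every petR- library had a negative background, so nothing was subtracted there and the petR- difference of copS stayed at 2.07. Its call was lost because the fit shares its spread with the changed libraries of WT and petP-, so background does not account for the petR- response. After quantile normalization copS (sll0790) was not called either (0.0732, 0.0711 and 0.0970). With a pseudocount of 10, log2 differences fell under the size threshold for copM (slr6039) in WT (0.99) and for copS (sll0790) in WT (0.93) and petR- (0.87). In petP-, with only its groups in the fit, both copies of copM and copS were not called (0.0515 to 0.337). Over all alternatives the adjusted p of copS (sll0790) ranged from 0.000977 to 0.716 in WT, from 0.000192 to 0.230 in petR- and from 0.000429 to 0.876 in petP-. The directions were kept. Before copper the plasmid copM (slr6039) rested on 2 to 8 reads per library, which limits its precision. Whether depth is the cause of these losses was not tested.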

Other observations

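All tests in this part were chosen, or their reading set, only after the results were seen, and genes named here outside the fixed list, other than slr0242 and slr0243, were picked after their values were seen.

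With 3 libraries against 3 there are 10 splits of 6 libraries, so chance cannot be excluded at 0.05 by splits. Of these 10, 1 (the real one) gave as many calls in the copper response in WT, in petR- and in petP-, in petR- against WT before copper, in petP- against WT before copper and in petR- against WT after copper. The 4 splits that part all 3 letter pairs, as the real one does, held no other as large in any of the 7 comparisons of 2 groups. The other 6 put both libraries of a letter on the same side. In petP- against WT after copper, 2 of the 10 splits gave at least 7 calls. The other one put WT libraries A and C with petP- library C and gave 78 calls. These 3 libraries had the largest excess of low values among the 6. With the excess subtracted, and also with the replicate block by letter, the real split still gave 7 calls, the same 7 genes.

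In petP- after copper, replicate C, genes of low expression stood above their medians over all libraries. Its median excess was 15.6 RPKM, against 6.55 in WT after copper C, 3.37 in WT after copper A, 3.07 in WT before copper A and at most 0.80 in the others. The excess of genes with a median of 10 to 20 RPKM was 1.04 times that of genes with a median of 1 to 5 RPKM, so it was about the same amount in RPKM in these low genes. It was less in higher genes, between 11.7 and 13.8 RPKM in the 3 groups with medians from 20 to 160 RPKM and 6.39 RPKM at 160 to 320 RPKM, and the cause of this fall was not tested. A difference in scaling would give the same ratio at all levels, but the median log2 ratio was 2.15 in the lowest genes and 0.040 in genes with a median of 160 to 320 RPKM. The library also had the fewest genes at the placeholder for no reads beyond those at it in all libraries, 5 against 7 to 28, at a relative depth of 0.94. Reads spread evenly over the genome, as from residual DNA, may explain the excess in low genes, or transcription at low level everywhere, which was not told apart from it. The 66 genes at the placeholder in all libraries stayed at it here too, which even reads over all genes do not explain. Replicates A and B of the same group had no such excess, so the groups do not give it, and no biological explanation was tested.

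petR RPKM in petR- was higher in replicate C than in A and B, by 7.71 times before and 9.97 times after copper. WT cells or reads making up 36.9% of the library before copper would have brought petP to 169 RPKM and petJ to 1934 RPKM, while the libraries of replicate C held at most 7.47 RPKM of petP and 27.0 RPKM of petJ. The values therefore argue against WT material. A different clone or construct in replicate C may be the source and was not tested.

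slr0242 and slr0243, which follow petR and petP in number, were lower in both mutants before copper. Before copper the log2 differences of slr0242 were -3.72 in petR- and -2.91 in petP-, and those of slr0243 were -1.14 and -1.22. Regulation through petR like that of petE and petJ is argued against: petE moved in opposite directions in the mutants (5.38 and -2.27), while both slr0242 and slr0243 were called lower in petP- too, the one nearer to 0 at -1.22. Copper did not change slr0242 in WT (-0.15, adjusted p = 0.998). The genes called lower in both mutants before copper were 3, petP, slr0242 and slr0243, all following slr0240 in number. After median ratio scaling or quantile normalization slr0243 was not called in petR-, and of these genes only petP and slr0242 stayed shared. slr0244 was not lower (0.25 in petR- and 0.21 in petP-). A local effect of the disruption on genes next in number may be the source. slr0239, on the other side in number, had a log2 difference of -1.05 in petR-, a call lost when any 1 of the 6 libraries was left out (adjusted p from 0.101 to 0.202). It was also called lower in petR- after copper (-1.23, adjusted p = 0.0161), in other libraries, a call lost without any 1 of 5 of the 6 (all but petR- replicate B; adjusted p from 0.0611 to 0.141). In petP- it was not called (0.39 before and 0.24 after copper), so whether an effect of the petR disruption is limited to the genes after slr0240 stays open. The place and orientation of the genes and the constructs were not analysed here.

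slr1896 was lower in petR- before copper (-1.45, adjusted p = 0.000928) and higher in petP- after copper (1.14, adjusted p = 0.0182), as petJ, slr0601 and slr0602 were. The comparisons share no library. Of the genes outside the fixed list, 9 were called in the first and 2 in the second, slr1896 and slr0242 in both. Drawn independently, calls of these numbers would share a gene with a chance of 0.00538, but slr1896 was picked because it was shared, so this does not exclude chance. Subtracting background left the smaller difference at 1.16. Chance stays open, and so does the untested hypothesis that slr1896 may depend on petR and petP as petJ does. Its copper response in WT (-0.71, adjusted p = 0.432) and its interactions (0.71 in petR- and 0.96 in petP-, adjusted p = 0.9999 and 0.9998) had the signs of those of petJ but were not called. In simulated data 56.7% of 2-fold interactions passed adjusted p alone and 35.8% were called, so these misses say little. The call in petP- after copper was lost when any 1 of the 6 libraries was left out (adjusted p from 0.0556 to 0.128), and that in petR- before copper with only its groups in the fit (adjusted p = 0.0779, over a range from 9.64e-05 to 0.0779 among the alternatives that used all its libraries).

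4 of the 13 genes lower in petR- before copper, sll5043, sll5044, sll5057 and slr5055, carry numbers of the same series starting with 5. If the whole series had a lower copy number, all its genes would fall as the 4 did, by -1.81 to -2.71. Of its 115 tested genes 96 (83.5%) were lower, against 74.1% of the other genes, and their median was -0.28 against -0.14 over all genes. This argues against a copy number that would account for the 4 genes, while a smaller fall of the series stays open. sll5044, sll5057 and slr5055 were lost without any 1 of 5 of the 6 libraries (all but WT replicate A), with adjusted p from 0.0741 to 0.230, and sll5043 without any 1 of the 6 (0.0738 to 0.246). All 4 were also lost after median ratio scaling and after quantile normalization, so these calls depended on the scaling. None of the 4 was called in petR- against WT after copper, where 344 genes had an unadjusted p under 0.05 in limma, and whether they differ between the time points is not shown. All 4 calls before copper were lost after median ratio scaling and after quantile normalization, each of which kept 7 of the 14 calls in that comparison. A difference in scaling would move all genes by about the same amount, and their median was -0.14. This argues against scaling as the source of differences of -1.81 to -2.71. Whether they pass the threshold depended on scaling and on single libraries, and no further explanation was tested.

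In 5 genes 1 read was worth far less RPKM than elsewhere, which gives them low values. For slr0611 it was worth 4.11e-05 RPKM, 4581 times less than the median gene, and for sll5132, slr6110, sll7106 and sll8049 it was 154, 136, 132 and 56.9 times less. The next gene was 11.6 times below the median. slr0611 had at least 20 reads in every library and slr6110 at least 446. Reads do not show expression here: those of sll7106 and sll5132 were highest, at 322 and 192, in petP- after copper, replicate C, the library with the even excess, and reads counted over a model longer than the gene need not come from it. The 5 genes fall in 5 series of locus numbers, 1 in each: below 5000, and those starting with 5, 6, 7 and 8. A possible explanation, found in 5 of 5 series, is a gene model that spans the whole replicon: each may be annotated across the start of a circular replicon. Whether the genes are expressed stays open. All 5 had a mean under 1 RPKM and were not tested.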
